A study of Mus musculus with 8 samples.

How the data were processed

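Single-nucleus RNA counts from the cerebral cortex of 8 mice at P25 were analysed, 4 wild type (WT) and 4 Chd8 heterozygous (Chd8het), with 2 males and 2 females of each genotype and 1 library per animal. Per the labels' protocols, the strain was C57BL/6J, the animals formed 4 pairs matched for litter and sex, the medial cortex was removed, and the tissue was frozen before nuclei were isolated from all 8 samples side by side. The same protocols name the 10x Genomics 3' kit with v3 chemistry. Replicate 1 of each of the 4 groups of sex and genotype was single-indexed and replicate 2 was dual-indexed, so index type was balanced over genotype and sex. The allele of Chd8 was not described in the sources used here, and the aligner, genome build, annotation, strandedness and use of intron reads were not given in the sources used here.

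The authors' files held whole-number UMI (unique molecular identifier) counts per barcode for 32285 genes, with the same gene list in all 8 libraries. The authors had already limited the barcodes, to between 9140 and 14280 per library and 97772 in all. Raw reads were not used here. Gene coordinates, lengths and types came from GENCODE M21 on GRCm38, to which 32235 of the 32285 gene identifiers matched. This annotation was chosen here and is used for coordinates, gene length and overlaps only.

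Design, groups, tests, thresholds and the list of alternatives were fixed before the data were examined. The exceptions, made after the clusters or results had been seen, were the testing of 3 unnamed neuronal clusters by number, the DESeq2 fit with pairs, and the tests of explanations named as such in the closing parts.

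Nuclei were kept with at least 500 detected genes and at most 5% mitochondrial UMIs, which left 82168. Doublets were predicted with Scrublet in each library, with an expected rate of 0.8% per 1000 nuclei and the automatic threshold in all 8 libraries. The 4513 predicted doublets (5.49%) were removed and 77655 nuclei were kept, 7450 to 10959 per library. For clustering, counts were scaled to equal depth and log-transformed, 3000 variable genes were chosen over libraries, and mitochondrial genes, Y-linked genes, Chd8, Xist and Tsix were dropped, leaving 2987. Each gene was centred within each library, 40 principal components were taken, and a shared-neighbour graph of 20 neighbours was divided by the Leiden method at resolution 1.5 into 55 clusters.

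Clusters were named by fixed lists of marker genes. A name required at least 3 listed markers raised at least 2-fold against all other nuclei, and a cluster stayed unnamed where more than 30% of its nuclei were predicted doublets, where its leading genes belonged to another class, or where UMIs were low and no listed marker was among the leading genes. In total 29 clusters received names and 12 were left out for doublets. The named clusters held 56207 nuclei, 72.4% of those kept. Names are by marker genes alone and mean resemblance to the class. Of 11 planned classes, 10 had at least 30 nuclei in every library and were tested: L2/3 intratelencephalic (IT), L4/5 IT and deep non-IT excitatory neurons, MGE-derived and CGE-derived interneurons, astrocytes, oligodendrocytes, oligodendrocyte precursors (OPC), microglia and vascular cells. Deep IT neurons (L5/6 IT) fell short of the limit. All kept nuclei together, and the unnamed neuronal clusters 6, 9 and 10 (at least 2000 nuclei each), were tested too, which made 14 units.

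UMI counts were summed per library and unit. Genes were kept by the edgeR filter on counts, with a minimum count of 10, libraries were scaled by the trimmed mean of M values, and genotype was tested with the edgeR quasi-likelihood F test (two-sided) in a model of sex and genotype. Benjamini-Hochberg (BH) adjustment was made within each unit, and a gene was called at adjusted p under 0.05. Log2 changes are Chd8het minus WT throughout. Standard errors (SE) of edgeR values were derived from the F statistic. The main alternative replaced sex by a term for each of the 4 pairs, in short the paired model. Others used DESeq2 size factors, the DESeq2 Wald test with and without pairs, no count filter, no sex term, an index type term, doublets kept, a stricter nucleus filter (1000 genes and 1% mitochondrial UMIs), naming of each nucleus by its own marker score, counts thinned to equal depth, and each library left out in turn.

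The labels do not say which libraries form a pair, and libraries of the same sex and replicate number were taken as pairs. As a check, deviations of gene levels from the group means were compared. Libraries of the same sex and replicate number correlated in every unit (r 0.315 to 0.777), and computed from genotype means every pair had r between 0.331 and 0.771. Replicate number was the same as index type, and libraries of the same index type but different sex also correlated (0.145 to 0.724). The check therefore does not tell litter from index type.

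Shares of 13 classes among named nuclei, UMIs per nucleus, nuclei per library, gene-set levels and the difference between long and short genes were compared between genotypes by exact permutation over the 70 ways of choosing 4 of 8 libraries (two-sided). The smallest possible exact permutation p was 0.0286. Tests on the 4 pairs exchanged signs, and the smallest possible exact p was 0.125. BH adjustment was made over classes, units or sets. Shares were also fitted as counts with edgeR. The 6 gene sets were tested with camera (two-sided, inter-gene correlation 0.01) in all nuclei and the 10 classes, with BH adjustment over the 60 tests that had at least 5 genes. The alternatives were fry and camera with estimated correlation. Long genes were those above 100 kb. The sex by genotype term was fitted in the same way as genotype.

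To see what arbitrary grouping gives, the main test was repeated on the 34 splits of the 8 libraries into 4 and 4 that the model can fit, the real split included. The split by sex is left out, as the model holds it already. The paired model was repeated on the 8 splits that part all 4 pairs, the real one included. Outlying libraries were sought by Dixon's ratio within the 4 libraries of each genotype for 80 combinations of measure and genotype. By chance this test picks about 1 in 20 groups.

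The tests were tried on simulated counts made from the fitted dispersions, with 200 genes changed by a log2 of 1. In all nuclei (20983 genes) the main model recovered 58% with 3 false calls, and the paired model (21018 genes) 90% with 13. In L2/3 IT the main model (16076 genes) recovered 48% with 6 false calls and the paired model (16120 genes) 79.5% with 19. In OPC the main model (9436 genes) recovered 64% with 6 false calls and the paired model (9438 genes) 74% with 11. With no gene changed, L2/3 IT gave 0 calls in either model by edgeR quasi-likelihood. Smaller changes were not simulated.

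Software: Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (with its Scrublet), leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1.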

Results

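The level of Chd8 was examined in every library, because the comparison rests on its genotype. Chd8 (ENSMUSG00000053754, protein coding, chromosome 14) counted 4803 to 6814 UMIs per library over all kept nuclei. Its level is given in CPM, which are counts per M UMIs (M is the prefix mega) of the library size after the scaling between libraries. It was 76.3, 82.9, 79.9 and 80.4 CPM in WT male 1, male 2, female 1 and female 2, and 76.3, 87.4, 76.8 and 76.7 CPM in the Chd8het libraries in the same order. The group means were 79.9 ± 2.73 and 79.3 ± 5.43 CPM (mean ± SD, n = 4 each), a log2 change of -0.01 (SE 0.07, adjusted p 1, edgeR quasi-likelihood with BH). Chd8 was lower in the heterozygous library in both female pairs and higher in male pair 2. In male pair 1 both libraries had 76.26 CPM after scaling and rounding. Within single-indexed libraries the difference was -1.52 CPM and within dual-indexed libraries 0.42 CPM. Leaving out WT male 2 turned the log2 change to 0.003, and leaving out Chd8het male 1 turned it to 0.018, so no direction can be given. Among the 10 classes it ran from -0.22 (SE 0.18) in vascular cells to 0.09 (SE 0.17) in microglia, where it became -0.023 without Chd8het male 2. No class differed after BH adjustment by edgeR quasi-likelihood. A 3' count does not separate the alleles, and the allele is not described, so these values do not check the genotype labels. Gm26590 and Snord8 overlap Chd8, and without stated strandedness their reads were not told apart from it.

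**Figure D1:**
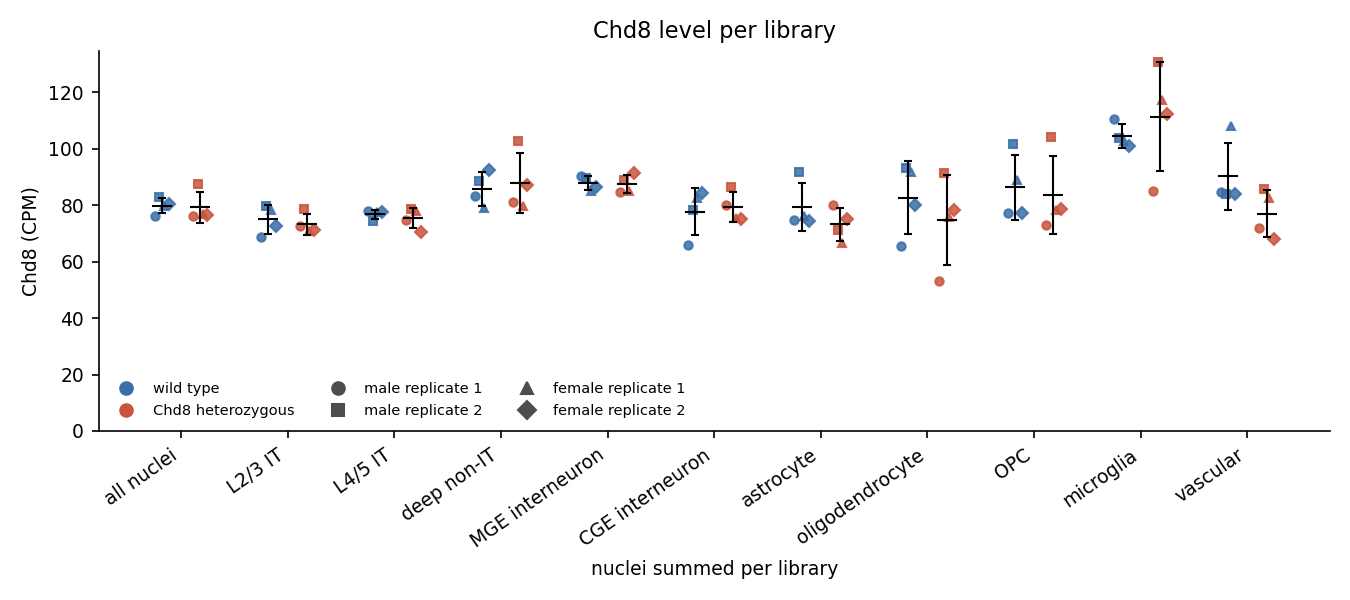
Chd8 level in CPM in each library, for all nuclei and the 10 tested classes, with mean ± SD per genotype (n = 4 each). Symbols give sex and replicate number.

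The sex labels were checked on sex-linked genes in the summed nuclei. Xist counted 10, 17, 18 and 25 UMIs in the male libraries and 55712 to 85546 in the female libraries. Uty counted 6929 to 8646 in males against 22 to 48 in females, and Kdm5d 2289 to 3082 against 5 to 16. Ddx3y was less clean, with 2089 to 3093 in males against 174 to 460 in females. The 2 libraries of each group differed by more than sampling noise, with a chi-square per degree of freedom of 62.6 to 130, so none was taken as 1 library given more than once. As they also differ in index type, this does not show that they come from separate animals.

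Libraries held 69.5 to 98.1 M UMIs. After filtering and removal of doublets, 9376 ± 1464 nuclei per WT library and 10038 ± 1136 per Chd8het library remained (exact permutation p 0.6, two-sided, n = 4 each), with 2 of 4 pairs higher in Chd8het. Without single libraries the difference of 661.8 ranged from 19.8 (without WT male 2) to 1214 (without Chd8het female 2), with 354.7 without Chd8het male 1, 1031.8 without WT female 1 and 1051.4 without WT female 2. It was 896.5 nuclei within single-indexed and 427 within dual-indexed libraries. Median UMIs per nucleus were 6339 ± 1099 in WT and 6102 ± 932 in Chd8het (exact permutation p 0.83, two-sided), again with 2 of 4 pairs higher, and the difference of -236.5 was made up of 32.5 within single-indexed and -505.5 within dual-indexed libraries. Without WT male 2 it was 62.5 and without WT female 2 it was 55.8. The difference between index types, which coincide with replicate numbers, was larger: medians were 5468 UMIs in single-indexed and 6973 in dual-indexed libraries (exact permutation p 0.0286, two-sided, the smallest possible), and median detected genes 2352 and 2733 (exact permutation p 0.0286). In the same edgeR quasi-likelihood model, the index term was called for 7207 of 21215 genes in all nuclei (BH), and for 6.41% to 28.2% of the genes tested in each class.

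Named clusters held 74.7 ± 4.39% of kept nuclei in WT and 70.4 ± 7.58% in Chd8het (exact permutation p 0.4, two-sided). The lowest value was 60.0%, in Chd8het male 2. Of the named nuclei in WT, L2/3 IT neurons were 22.1%, deep non-IT neurons 18.7%, L4/5 IT neurons 13.8%, astrocytes 9.84%, MGE interneurons 8.01%, microglia 6.43%, oligodendrocytes 6.33%, OPC 4.38%, CGE interneurons 4.22% and vascular cells 3.53%. No class share differed between genotypes after BH adjustment over 13 classes by exact permutation, and the edgeR fit of the counts gave none either. Deep non-IT neurons had the smallest p: 18.7 ± 1.41% in WT and 20.3 ± 1.04% in Chd8het (exact permutation p 0.0857, two-sided, adjusted p 0.743), higher in 4 of 4 pairs, by 2.14 points within single-indexed and 1.19 within dual-indexed libraries. L2/3 IT neurons went from 22.1 ± 1.00% to 20.9 ± 0.639% (exact permutation p 0.114, adjusted p 0.743), lower by 1.48 and 0.995 points within the 2 index types. WT male 1 held 23.6% and the other WT libraries 21.5% to 21.7%, so part of this difference rested on WT male 1. L4/5 IT neurons went from 13.8 ± 2.36% to 11.7 ± 4.42% (exact permutation p 0.457, adjusted p 0.929), a difference of -0.431 points within single-indexed and -3.66 within dual-indexed libraries, where Chd8het male 2 held 5.94%. The other Chd8het libraries held 10.8% to 16.1% and the WT libraries 11.1% to 16.8%, so the difference rested mostly on Chd8het male 2. With 4 libraries per genotype, share differences of this size are not resolved.

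**Figure D2:**
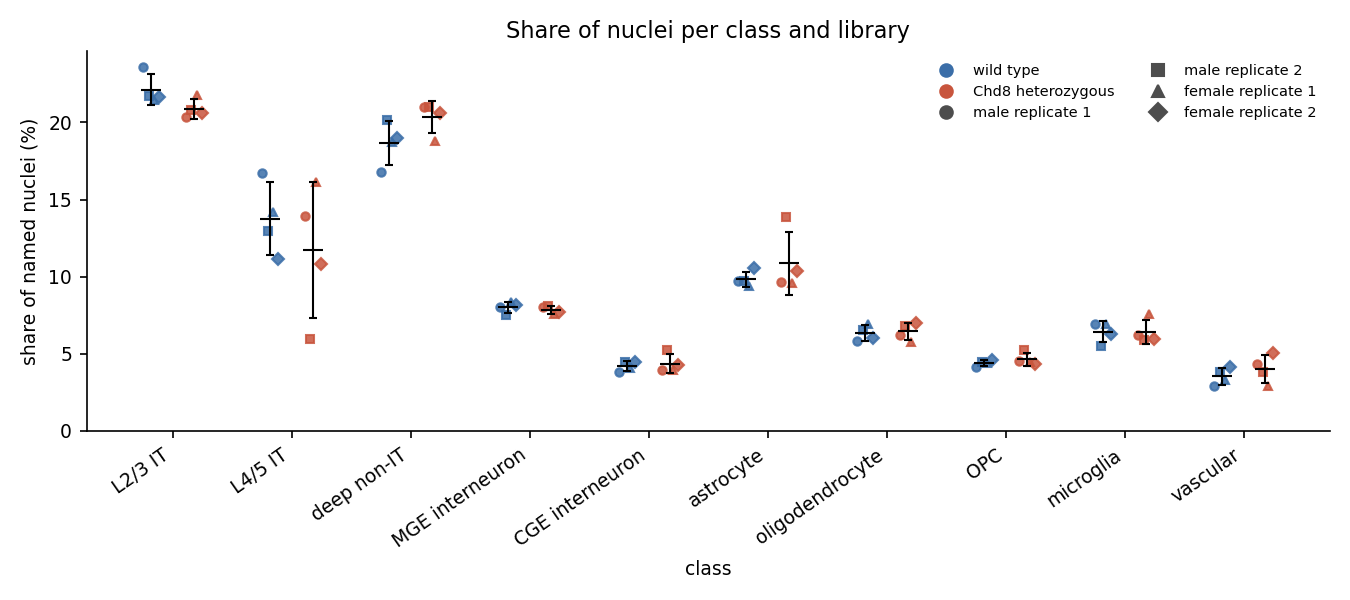
Share of each tested class among named nuclei in each library, with mean ± SD per genotype (n = 4 each). Symbols give sex and replicate number.

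Unnamed cluster 5 (4347 kept nuclei, few UMIs) made up a larger share of the Chd8het library in 4 of 4 pairs: 1.88% against 6.06% and 3.17% against 9.62% in males, 2.19% against 5.29% and 7.77% against 8.04% in females (WT given before Chd8het). The difference was 3.50 points (exact permutation p 0.0857, two-sided, BH-adjusted over all clusters 0.786). Clusters 5 and 22 are named after their values were seen. Unnamed cluster 22 held 873 kept nuclei, of which 741 (84.9%) came from Chd8het male 2. It made up 7.08% of that library and 0.076% to 0.427% of the others, on average 0.195% in WT and 0.193% in the other Chd8het libraries.

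No gene was called between genotypes in all nuclei (0 of 21215 genes, edgeR quasi-likelihood with BH), where 279 genes had an unadjusted p under 0.05, fewer than 5% of those tested. DESeq2 called 3 genes in all nuclei, Glra3 (log2 change 0.66, adjusted p 8.57e-06), 5330434G04Rik (-0.46, adjusted p 0.00427) and Usp11 (-0.36, adjusted p 0.0312). Summed over the 10 classes, edgeR quasi-likelihood called 0 genes in 124140 tests, with 2855 at an unadjusted p under 0.05, and DESeq2 called 2 in the same tests. Leaving out single libraries gave 0 calls over the classes except without WT male 1, where 1 gene was called: Adarb2 in vascular cells (log2 change -2.51, adjusted p 0.00186, against -2.11 and adjusted p 1 with all libraries). Glra3, Usp11 and Adarb2 are named because of these calls, after their values were seen. Adarb2 was a listed marker of CGE interneurons and among the leading genes of clusters named so. Whether RNA of other cells gave its call in vascular cells was not tested. The alternative that moved these counts most was DESeq2 with pairs, with 43 genes in all nuclei and 89 over the classes. The low numbers at an unadjusted p under 0.05 in the main model do not show an absence of change. That model leaves the difference between index types in its error. With index type added, 7296 of the 124140 tests over the classes had an unadjusted p under 0.05, and 8063 in the paired model (edgeR quasi-likelihood).

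With a block for each of the 4 pairs in the edgeR quasi-likelihood model, in short the paired model, 16 genes were called over the 10 classes (14 lower and 2 higher in Chd8het, BH) and 0 in all nuclei, where 1345 genes had an unadjusted p under 0.05. The calls were 1 in L2/3 IT, 4 in L4/5 IT, 4 in deep non-IT, 3 in MGE interneurons, 1 in CGE interneurons, 1 in OPC and 2 in microglia. In every one of the 20 settings, all 16 kept their direction. A model with index type in place of pairs called 8, all lower in Chd8het, and all 8 were among the 16. DESeq2 with pairs called 10 of the 16, and DESeq2 without pairs called 2 of them. Over the 14 units the paired model called 25 different genes in 35 calls, and none lies on chromosome 14. On simulated counts this model gave more calls and more false calls than the model without pairs. In L2/3 IT 19 of 178 calls were false, against 6 of 102, and in OPC 11 of 159 against 6 of 134. Single calls near the threshold are therefore weak.

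The gene called in most units was 5330434G04Rik (ENSMUSG00000087620, a long intergenic noncoding RNA on the X chromosome, overlapping Mir325). In L2/3 IT it fell from 80.1 ± 8.13 to 39.0 ± 4.35 CPM, with a log2 change of -1.03 (SE 0.11, adjusted p 0.192, edgeR quasi-likelihood with BH), and -1.04 (SE 0.08, adjusted p 0.00706) in the paired model. In L4/5 IT the means were 76.2 ± 2.14 and 40.1 ± 7.18 CPM (-0.92, SE 0.12, adjusted p 0.61, and -0.93, SE 0.10, adjusted p 0.0258 in the paired model). Deep non-IT neurons had 198 ± 17.5 and 128 ± 18.6 CPM (-0.63, SE 0.12, adjusted p 1, and -0.63, SE 0.07, adjusted p 0.0113 in the paired model). It was lower in 4 of 4 pairs in each of these classes, with the same direction in both index types. In all nuclei it fell from 169 ± 12 to 123 ± 8.09 CPM (-0.46, SE 0.08, adjusted p 1), without a call in the paired model (-0.46, adjusted p 0.086). MGE (-0.18) and CGE (-0.14) interneurons held far more of this RNA and were not called. Clusters 6, 9 and 10 were called in the paired model (-0.71, -0.70 and -0.69). Every WT library lay above every Chd8het library in 10 of 14 units, which include astrocytes (-0.39), oligodendrocytes (-0.44) and OPC (-0.33), where it was not called in either model. This stands against a probability of 0.0286 per unit for an exact separation in either direction if genotype had no effect. The units are not independent, and the gene was chosen by its calls.

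**Figure D3:**
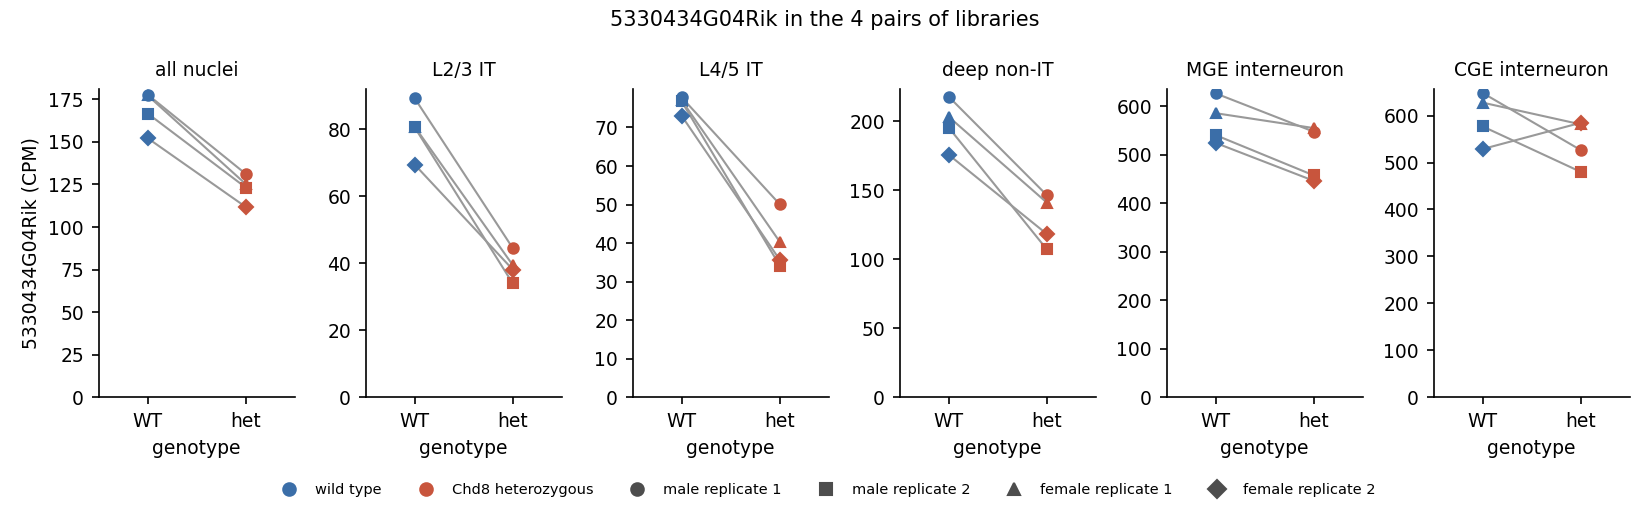
Level of 5330434G04Rik in CPM in the 2 libraries of each of the 4 pairs, for all nuclei and 5 neuron classes. Lines join the libraries of a pair.

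Maml3 (ENSMUSG00000061143, protein coding, chromosome 3) was called in 5 units by the paired edgeR quasi-likelihood model, with a log2 change of -0.69 in L4/5 IT (SE 0.08, adjusted p 0.0258, BH) and -0.70 in deep non-IT neurons (SE 0.07, adjusted p 0.0113). It was lower in 4 of 4 pairs there. Over the 20 settings its log2 change ranged from -1.249 to -0.124 in L4/5 IT and from -1.027 to -0.414 in deep non-IT neurons. Levels differed widely between libraries: means in all nuclei were 286 ± 140 CPM in WT and 179 ± 67.9 CPM in Chd8het, the 2 genotypes were separated in 0 of 14 units, and the adjusted p of the main model was 1 in all of them. Without the count filter it was called in clusters 6 and 9 (adjusted p 0.00117 and 6.35e-07), and with index type added in deep non-IT neurons and clusters 9 and 10 (adjusted p 0.00613, 0.000351 and 0.0118). Maml3 overlaps 15 annotated genes, and 1 of them, Gm20089, was itself called in deep non-IT neurons, so the 2 calls are not independent.

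The remaining genes with the smallest adjusted p in the paired edgeR quasi-likelihood model (BH) were called by it in 1 class each, and all had an adjusted p of 1 in the main model. In MGE interneurons these were Gm44129 (log2 change -0.72, SE 0.09, adjusted p 0.000553), Thsd7a (-0.41, SE 0.06, adjusted p 0.00431) and Gm26854 (-0.48, SE 0.08, adjusted p 0.0235). Gm44129 and Thsd7a overlap on opposite strands, and without stated strandedness the 2 calls are not independent. Deep non-IT neurons added Ephb1 (-0.54, SE 0.06, adjusted p 0.0113) and L4/5 IT neurons Shisa6 (-0.86, SE 0.10, adjusted p 0.0338). CGE interneurons had 4930415C11Rik (-0.61, SE 0.09, adjusted p 0.0339), which overlaps Ntrk2. The 2 higher calls were Gm42418 in OPC (0.42, SE 0.07, adjusted p 0.00641) and Zfp804b in microglia (0.81, SE 0.16, adjusted p 0.0396), and Slc11a1 was lower in microglia (-0.93, SE 0.19, adjusted p 0.0422). Each had the stated direction in 4 of 4 pairs. DESeq2 with pairs also called some of them elsewhere: Shisa6 (-0.48) and Zfp804b (0.42) in deep non-IT neurons, 4930415C11Rik in L2/3 IT (-1.48), and Shisa6, Gm42418 and Ephb1 in all nuclei. Gm42418 overlaps CT010467.1 and AY036118 on the opposite strand, and Zfp804b overlaps 3 genes on each strand. Gm42418 was among the leading genes of unnamed cluster 15, which had few UMIs, and Zfp804b among those of unnamed neuronal cluster 9. Whether RNA of other cells gave their calls in OPC and microglia was not tested.

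Of 60 gene-set tests, camera called 23 with BH, all higher in Chd8het. Ribosomal protein genes and nuclear genes of oxidative phosphorylation were called in all nuclei and in all 10 classes, and immediate early genes in MGE interneurons alone (median log2 change 0.25, adjusted p 0.000981). In all nuclei the median log2 change was 0.30 for ribosomal protein genes (82 of 84 genes, adjusted p 1.97e-19, camera with BH, two-sided) and 0.17 for oxidative phosphorylation genes (87 of 90 genes, adjusted p 1.79e-10). None of the 23 held under fry or under camera with estimated correlation, which each called 0 of 60, with 0 at an unadjusted p under 0.05. Leaving out single libraries gave 4 (without WT male 2) to 34 (without Chd8het male 2, 23 of them higher in Chd8het and the others lower), with 7 without Chd8het male 1. Compared as 1 value per library, ribosomal protein genes had a mean log2 CPM of 3.95 ± 0.43 in WT and 4.25 ± 0.47 in Chd8het (exact permutation p 0.4, two-sided, n = 4 each), and oxidative phosphorylation genes 3.90 ± 0.25 and 4.08 ± 0.28 (exact permutation p 0.457). The pair differences for ribosomal protein genes were 0.44 and 0.72 in males and 0.29 and -0.24 in females. Of the 11 units, both male pairs were higher in Chd8het in 11, female pair 1 in 10 and female pair 2 in 1. Within index types the difference was 0.36 (single) and 0.24 (dual), and 0.245 and 0.11 for oxidative phosphorylation. These values do not establish an effect of genotype on either set.

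**Figure D4:**
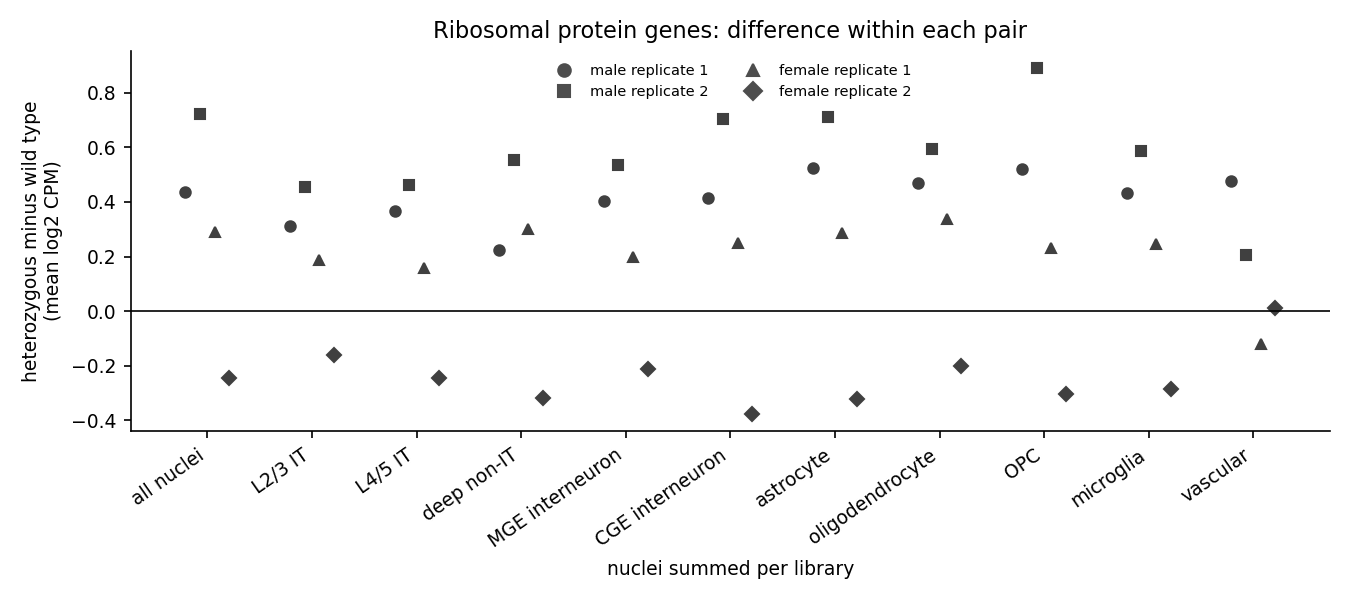
Difference between the Chd8het and the WT library of each pair in the mean log2 CPM of ribosomal protein genes, for all nuclei and the 10 tested classes. Values above 0 are higher in Chd8het.

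Autism-associated genes (104 of 105 detected in all nuclei), chromatin remodeller genes (60 of 60) and clustered protocadherin genes (23 of 55) were not called in any unit by camera with BH. The signs of median, mean and test differed in 9 of the 60 set tests and in 0 of the 23 called. Single genes of the 6 sets were called in 0 tests over all genes and in 0 when adjusted over the list alone (edgeR quasi-likelihood with BH, all nuclei and 10 classes), with 4 of 177 tests of immediate early genes, 18 of 1091 of autism-associated, 5 of 651 of chromatin remodeller, 14 of 877 of ribosomal protein, 25 of 886 of oxidative phosphorylation and 1 of 92 of protocadherin genes at an unadjusted p under 0.05. In the paired model 16, 94, 15, 173, 108 and 1 of these tests, in the same order, had an unadjusted p under 0.05. It called 0 over all genes and 5 when adjusted over the list alone, all higher in Chd8het: Nr4a2 in MGE interneurons (log2 change 1.02, SE 0.28, adjusted p 0.0293), and in oligodendrocytes Chd3 (0.58, SE 0.14, adjusted p 0.0234), Rpl13 (0.47), Rpl23 (0.69) and Rps2 (0.58, adjusted p 0.0272 for each of the last 3).

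The sex by genotype term was called for 0 genes in every unit by edgeR quasi-likelihood with BH. In all nuclei 99 genes had an unadjusted p under 0.05, and DESeq2 called 0, with 69 under 0.05. The paired model moved this most, with 18 genes over the classes: 2 in oligodendrocytes, 7 in OPC and 9 in microglia. Leaving out Chd8het female 2 from the model without pairs gave 1. In oligodendrocytes the paired calls were Sgk1 (log2 difference between female and male changes 1.63, SE 0.24, adjusted p 0.0272) and Pex5l (1.04, adjusted p 0.0465). In OPC they were led by Nkain2 (-0.95, adjusted p 0.00754) and Mertk (1.08, adjusted p 0.022), and in microglia by Asxl3 (-2.24, adjusted p 0.000449) and Fkbp5 (1.12, adjusted p 0.00183). The Asxl3 difference lay in the replicate 2 pairs, with 51.99 against 159.3 CPM in males and 182.4 against 61.66 in females (WT given before Chd8het). In the replicate 1 pairs the levels were 26.47 against 28.83 CPM in males and 19.95 against 20.53 in females. Dividing the same 4 pairs 2 against 2 in the way that mixes sexes and replicate numbers called 61 genes, in L4/5 IT, MGE interneurons and vascular cells, and 0 in the 3 classes of the 18. With 3 divisions of 4 pairs these values do not tell a difference between the sexes from other differences between pairs.

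Genotype changes fitted in males and in females alone had a Pearson correlation of 0.089 over 21215 genes in all nuclei. Of 18 relabelings of genotype within sex, 6 gave a correlation as large (exact permutation p 0.333, one-sided), and the largest other was 0.711. The classes ranged from 0.003 (astrocytes) to 0.134 (L4/5 IT). Limited to genes of at least 50 CPM the value in all nuclei was 0.215.

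The median log2 CPM of genes above 100 kb (2761 in all nuclei) exceeded that of shorter genes by 3.63 ± 0.138 in WT and 3.61 ± 0.110 in Chd8het, a difference of -0.0239 (exact permutation p 0.743, two-sided, n = 4 each). Its sign changed on leaving out WT male 2 (0.0319), Chd8het male 1 (0.0084) or Chd8het female 1 (0.0031). No class differed, the smallest exact permutation p being 0.6.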

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

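All tests of explanations in this part were chosen only after the values had been seen, except the division of the 4 pairs for the sex by genotype term. Dixon's ratio was computed within the 4 libraries of each genotype for 80 combinations of measure and genotype, and 7 passed the limit. Chance alone passes about 1 in 20 groups, or 4 of 80, so several of the values below would be passed without any cause.

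WT female 2 held 98.1 M UMIs, against 69.5 to 71.9 M in the other WT libraries. It had 13231 barcodes with a mean of 7416.9 UMIs. WT male 2 had fewer barcodes (9140) with as many UMIs each (7604.3), while the single-indexed WT libraries had nearly as many barcodes (12306 and 12544) with fewer UMIs each (5821.1 and 5731.4). The number of nuclei alone therefore does not account for the total, and its part cannot be told apart from that of UMIs per barcode, which goes with index type.

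L2/3 IT neurons made up 23.611% of named nuclei in WT male 1, against 21.465% to 21.731% in the other WT libraries. WT male 1 also had the largest named share, 80.8%. Taken as a share of all kept nuclei the value was 19.1% against 15.3% to 16.2%, and Dixon's ratio fell to 0.759, below the limit. The ratio fell because the other libraries lay further apart, while the gap to the next library grew. Whether nuclei left unnamed explain the value thus stays open.

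Chd8 in all nuclei was 87.44 CPM in Chd8het male 2, against 76.26 to 76.84 CPM in the other Chd8het libraries, and above all 4 WT libraries. The library was the highest of the Chd8het libraries in 8 of the 10 tested classes, where 1 in 4 is the rate by chance, so the shares of cell classes do not account for it. A mislabelled sample was considered: without this library the log2 change of Chd8 was -0.062, which is within its error, so Chd8 counts cannot tell whether the label is right. Chd8het male 2 was also the library with the fewest named nuclei (60.0%) and nearly all of cluster 22.

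Chd8 in L4/5 IT was 74.36 CPM in WT male 2 (497 UMIs), in astrocytes 91.94 CPM in WT male 2 (124 UMIs), and in vascular cells 108.1 CPM in WT female 1 (55 UMIs). Counting error was tested by exact Poisson intervals at 95%. The intervals of 2 of the 3 values reached the other WT libraries: 68.0 to 81.2 CPM in L4/5 IT and 81.4 to 140.7 CPM in vascular cells. The interval in astrocytes, 76.5 to 109.6 CPM, stayed just above the others (74.48 to 76.31 CPM). Counting error can account for the first 2. The intervals leave out the counting error of the other WT libraries, which held 132, 133 and 180 UMIs in astrocytes. Counting error is therefore not excluded for the astrocyte value either.

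Autism-associated genes had a mean log2 CPM of 6.621 in Chd8het male 2, against 6.515 to 6.529 in the other Chd8het libraries. It was the highest of them in all 10 classes, so shares of cell classes do not explain it. The difference is of about 0.1 and the set was not called between genotypes.

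The sex by genotype term called 18 genes over the classes in the paired model and 0 without pairs. The same 4 pairs were also divided 2 against 2 in the other ways. The way that mixes sexes and replicate numbers called 61 genes (32 in L4/5 IT, 24 in MGE interneurons and 5 in vascular cells), and the division by replicate number called 1, in MGE interneurons. Both called 0 in oligodendrocytes, OPC and microglia, where the 18 lie. Pairs that differ for other reasons than sex gave more calls in total but none in these classes. With 3 divisions of 4 pairs, a difference between the sexes cannot be told apart from other differences between pairs.

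Cluster 22 came mostly from Chd8het male 2 (741 of 873 kept nuclei). Doublets do not explain it: 6.53% of its nuclei were predicted doublets, close to 5.49% of all nuclei. Nor does the genotype, as the other Chd8het libraries held on average 0.193% and the WT libraries 0.195%. A difference in the tissue taken would place such nuclei in 1 library, and the lower L4/5 IT share of Chd8het male 2 (5.94%) goes in the same direction, but markers of cortical regions were not tested here. Striatal projection neurons, named by their markers, were 0.716% of named nuclei in Chd8het male 2. They were 0% to 1.74% in the WT and 0% to 1.163% in the other Chd8het libraries, so this share does not set Chd8het male 2 apart.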

How the results depend on the processing

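The tests with DESeq2 and pairs, and the testing of clusters 6, 9 and 10, were chosen only after results had been seen. All other tests of this part were fixed before the data were examined. Over 38 results there were 628 alternative values: 540 were unchanged in call and direction, 7 were weaker, 21 stronger, 51 moved a count and 9 reversed a sign. Every reversed value was a difference near 0 with a library left out.

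The Chd8 log2 change in all nuclei ranged from -0.062 (without Chd8het male 2) to 0.018 (without Chd8het male 1) on leaving out single libraries, and was 0.003 without WT male 2 and 0.001 without WT female 2, against -0.011 with all libraries. In microglia the range was -0.023 (without Chd8het male 2) to 0.224 (without Chd8het male 1). Median UMIs per nucleus differed by -695.2 (without WT female 1) to 62.5 (without WT male 2) and by 55.8 without WT female 2, against -236.5. Long against short genes ranged from -0.0695 (without Chd8het male 2) to 0.0319 (without WT male 2), with 0.0084 without Chd8het male 1 and 0.0031 without Chd8het female 1.

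Counts of called genes rose from 0 in several settings. The DESeq2 Wald test called 3 in all nuclei, 1 each in L2/3 IT, L4/5 IT and cluster 6, and 2 over the classes. Without the count filter, edgeR quasi-likelihood called 17 over the classes (1 in L2/3 IT, 1 in L4/5 IT, 8 in astrocytes and 7 in vascular cells), with 28 in cluster 6, 23 in cluster 9 and 2 in cluster 10, and 16 of the 17 were genes that the filter also keeps. With index type added there were 8 over the classes: 1 in L2/3 IT, 1 in L4/5 IT, 3 in deep non-IT, 2 in MGE and 1 in CGE interneurons, and 3, 3 and 2 in clusters 6, 9 and 10. Other size factors, no sex term, doublets kept, the stricter nucleus filter, naming by marker score and thinning to equal depth all left 0 over the classes. Leaving out single libraries gave 0 to 1 over the classes, the 1 being in vascular cells without WT male 1.

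The replicate block, one term per pair, called 16 over the classes: 1 in L2/3 IT, 4 in L4/5 IT, 4 in deep non-IT, 3 in MGE and 1 in CGE interneurons, 1 in OPC and 2 in microglia, with 5, 7 and 7 in clusters 6, 9 and 10. DESeq2 with the same block called 43 in all nuclei and 89 over the classes: 39 in L2/3 IT, 17 in L4/5 IT, 31 in deep non-IT and 2 in MGE interneurons, with 11, 15 and 5 in clusters 6, 9 and 10. The block changed no other call than those printed in the results.

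For the sex by genotype term the count over the classes was 15 without the filter, 18 with the block, and 0 to 1 on leaving out single libraries (1 without Chd8het female 2). Gene-set calls numbered 0 under fry and 0 with estimated correlation, and 4 (without WT male 2) to 34 (without Chd8het male 2, 23 of them higher and the others lower) on leaving out single libraries, with 7 without Chd8het male 1, against 23. The ribosomal set in all nuclei had an adjusted p of 0.978 under fry, 0.961 with estimated correlation and 0.188 without WT male 2 (median 0.07, camera with BH), and the oxidative phosphorylation set 0.433 without WT male 2 and 0.357 without Chd8het male 1.

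Class shares gave 0 differences in every setting. The agreement of the sexes in all nuclei stayed between 0.089 and 0.215. For 5330434G04Rik the log2 change in L2/3 IT ranged from -1.095 to -0.92 over 20 settings, and it was called with the filter off (adjusted p 0.0158), with index type (0.00413), with the block (0.00706) and by the DESeq2 Wald test (4.63e-10). Whether this gene is called thus depends on the model and the filter.

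Depth limits how many genes could be tested in the smaller classes, 9420 in microglia against 16383 in L2/3 IT. Summed UMIs per library were 0.45 to 0.864 M in microglia and 0.486 to 0.949 M in vascular cells, against 13.1 to 19.3 M in L2/3 IT. Simulated changes of a log2 of 1 were recovered at 64% in OPC and 48% in L2/3 IT, but at 74% and 79.5% in the paired model, so the 2 models differ on whether power is lower in the smaller class. Naming by marker score changes no value for all nuclei, as names play no part there.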

Other observations

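The tests of splits, relabelings and pair divisions in this part were fixed before the data were examined. The tests on free RNA, class shares, depth, chromosome 14, X dose and single libraries were chosen only after the results had been seen.

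Pattern: no gene passed BH adjustment between genotypes in the main edgeR quasi-likelihood model, in all nuclei or in any class, with 279 and 2855 tests at an unadjusted p under 0.05. DESeq2 called 3 in all nuclei and 2 over the classes, and edgeR called 17 over the classes without the count filter and 8 with index type added. With 0 calls, every split of the 8 libraries reaches the count by construction, in all nuclei (34 of 34) and over the classes (34 of 34), so chance is not excluded and these shares decide nothing. The split by index type called 7316 genes in all nuclei and 20687 over the classes, while 8 of the 32 others gave any call, at most 15. These counts do not compare sizes of change, since the index difference lies in the error of the real split. With index type added, 8 of 124140 tests over the classes were called for genotype, and 7296 had an unadjusted p under 0.05 (edgeR quasi-likelihood). The index term was called for 6.41% to 28.2% of the genes tested in each class (BH). The values with index type added argue against a broad change in Chd8het nuclei of the size that goes with index type. Simulated changes of a log2 of 1 were recovered at 48% to 64%, so single changes of this size can be missed, and smaller ones were not simulated. The male and female changes had a correlation of 0.089, reached by 6 of 18 relabelings.

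Pattern: the paired model called 16 genes over the classes. Of the 8 splits that part all 4 pairs, 2 gave as many, the real one and 1 other, which exchanges the labels of female pair 2 and called 282. The remaining 6 gave at most 4. The test cannot tell whether the 16 come from genotype, because with 8 splits the smallest possible share is 1 in 8. That the exchange gives 282 means that female pair 2 differs in the opposite direction from the other 3 pairs in many genes, as it does for ribosomal protein genes. Variants of another strain linked to the Chd8 allele would place called genes on chromosome 14, and 0 of the 25 lie there.

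Pattern: 5330434G04Rik was lower in Chd8het excitatory neurons in all pairs. It was also lower in every Chd8het library than in every WT library in astrocytes, oligodendrocytes and OPC, without a call there, so lower counts were not confined to excitatory nuclei. Whether this RNA in glial nuclei is their own or carried over was not tested, so a fall in glia themselves stays open. The shares of cell classes are argued against, since the fall is present within classes, the smallest of the 3 being -0.625 in deep non-IT neurons. The dose of the X chromosome is argued against as well, since the mean pair difference in all nuclei was -0.437 in males and -0.474 in females. Its direction was the same in all 20 settings, with a log2 change of -1.095 to -0.92 in L2/3 IT, -1.053 to -0.729 in L4/5 IT and -0.705 to -0.527 in deep non-IT neurons. A hypothesis that this RNA depends on Chd8 dose would predict the same fall in a further set of animals. It stays open whether it is a direct effect, a difference between single animals that falls by chance in the same direction in 4 of 4 pairs, or a variant near the gene that differs between the animals.

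Pattern: ribosomal protein and oxidative phosphorylation genes were higher in Chd8het by camera. Of the 34 splits, 24 called at least as many set tests as the real 23, with a median of 26.5 and a range of 0 to 49, so arbitrary grouping gives such counts. Free or cytoplasmic RNA of other cells carried by the nuclei was tested by markers of foreign cells. Over the 8 libraries the ribosomal level in all nuclei followed the level of oligodendrocyte markers in microglia nuclei (r = 0.924, exact permutation p 0.00156, BH-adjusted over 4 relations 0.00208, two-sided; rho = 0.952, permutation p 0.00114), which ran from 658.8 to 1155.9 CPM. Without the 2 farthest libraries, WT male 2 and Chd8het male 1, r was 0.849. Astrocyte markers in microglia gave r = 0.956 (exact permutation p 0.000496, adjusted 0.000992; rho = 0.881, permutation p 0.00724; 0.883 without the same 2), and the median mitochondrial percent r = 0.948 (exact permutation p 0.000223, adjusted 0.000892; rho = 0.976, permutation p 0.000397; 0.902 without them). In each of these 3 relations the members of a pair differed in the same direction in 4 of 4 pairs. With levels centred within index type and relabelled within it (576 ways, BH over 8 relations), r was 0.842 for oligodendrocyte markers (exact permutation p 0.0243, adjusted 0.0416; ranks 0.8, permutation p 0.0625; 0.765 without the same 2 libraries), 0.957 for astrocyte markers (exact permutation p 0.00347, adjusted 0.0139; ranks 0.9) and 0.917 for mitochondrial percent (exact permutation p 0.00694, adjusted 0.0185). Within single-indexed and dual-indexed libraries, 4 each, r was 0.877 and 0.824 for oligodendrocyte markers. Oxidative phosphorylation genes gave 0.835 for oligodendrocyte markers in the same way (exact permutation p 0.0312, adjusted 0.0416; ranks 0.7, permutation p 0.111; 0.771 without the 2), and 0.929 for astrocyte markers (exact permutation p 0.00174, adjusted 0.0139). Shares of cell classes alone are argued against, as the ribosomal difference between genotype means was present within each of the 10 classes. It ran from 0.144 in vascular cells to 0.334 in OPC, against 0.302 in all nuclei. In no class was it resolved by exact permutation (p 0.429 to 0.686, two-sided), so this concerns where the difference lies and not its cause. Depth cannot be told apart: median UMIs had r = -0.664 (exact permutation p 0.0692, adjusted 0.0692; rho = -0.714, permutation p 0.0576; -0.54 without the 2 farthest) but -0.178 when centred within index type (exact permutation p 0.668, adjusted 0.72), and in 1 of 4 pairs the library with more ribosomal RNA had the higher median. Carried RNA is thus a candidate explanation that the values go with, for both sets. Unnamed cluster 5, with few UMIs and mitochondrial and ribosomal protein genes among its top genes, was also larger in Chd8het in 4 of 4 pairs, but it belongs to no named class and so does not give the calls within classes. What stays open is whether the genotype has any part in either.

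Pattern: Chd8 RNA was not near the 50% level in Chd8het libraries. A small fall is not excluded, and in oligodendrocytes it was lower in 4 of 4 pairs. A heterozygous loss that takes the RNA counted in nuclei to the 50% level would give a log2 change near -1. The values exclude this for these counts (-0.011, SE 0.071, and between -0.062 and 0.018 on leaving out single libraries). They do not exclude a transcript that is made from the changed allele and counted at its 3' end. Nor do they exclude decay of that transcript outside the nucleus, as only nuclei were counted. An exchange of labels among the 8 libraries does not explain the missing fall in nuclei. With such a loss of nuclear RNA, 4 libraries would lie near the 50% level under any labels, and all 8 lay at 76.26 to 87.44 CPM. An allele-aware count over the changed site was not analysed here.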
